A study of Mus musculus with 2 samples. Its data were reported in "Myeloid AEG-1/MTDH drives inflammation and hepatocellular dysfunction in diet-induced steatohepatitis" (2025).

How the data were processed

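Spatial transcriptomics (ST) was performed by the authors on formalin-fixed, paraffin-embedded liver sections with the 10x Visium platform. In this assay, pairs of probes against the mouse transcriptome are hybridised to a section, and each captured probe carries the barcode of the spot beneath it and a unique molecular identifier (UMI). A spot is a small region that can hold several cells of different types. There was 1 section of a myeloid cell-specific AEG-1 knockout mouse (AEG-1ΔMAC) and 1 section of an AEG-1 floxed mouse (AEG-1fl/fl), so each genotype had 1 library and no replicate. The groups were taken from the genotype labels of the samples.

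The authors processed the reads with Space Ranger 2.0.1 against the mm10 reference and its probe set, and the deposited files hold a raw count of UMIs per gene and spot for 19465 genes, with no normalisation. Both deposited matrices were limited to barcodes under tissue, and the positions of the spots were not used here. In both libraries 4017 of the listed genes had 0 UMIs. Because the assay is probe based, a count depends on how well the probes of a gene bind, so levels were compared between libraries gene by gene and not between genes. UMIs remove PCR copies, and the intervals given below cover counting error only, not the spread between mice, sections or capture areas.

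Spots were filtered as in the study: a spot was kept if it had at most 50000 UMIs and from 100 to 7000 genes. This removed 9 of 2149 AEG-1ΔMAC spots and 3 of 2543 AEG-1fl/fl spots. UMIs were summed over the remaining spots of a library and divided by the library total and scaled in the usual way to give CPM. Each comparison was the log2 ratio of CPM, AEG-1ΔMAC over AEG-1fl/fl, with an exact conditional binomial (Clopper-Pearson) 95% interval. A library's own CPM was given an exact Poisson 95% interval. No hypothesis test was run and no p-value was computed, since spots of a section are not replicates of a genotype; the study tested spots, and its counts of differing genes are therefore not the same quantity as the counts given here. Genes with a mean of at least 10 CPM were counted when the ratio was at least 2 and the interval lay on the same side of 1. At that minimum, 10 CPM stood for 455 UMIs in AEG-1ΔMAC and 503 UMIs in AEG-1fl/fl.

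The genes named were chosen by a rule of size: the 8 largest positive and the 8 largest negative log2 ratios among genes with a mean of at least 50 CPM and the same side in each part of the lobule, plus Mtdh (the gene of AEG-1), Lyz2, and 11 genes that the study names for this assay. Of the genes this rule selects, 2 are not reported here. Members of families of near-identical copies, such as Mup, Hba, Hbb, Saa and Serpina1, were treated as uncertain. Gene coordinates came from the GENCODE release M21 annotation of GRCm38, which is the same assembly as mm10 but another annotation release than the one the authors counted on, matched by Ensembl identifier.

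Gene lists were scored by the median log2 ratio of the genes with a mean of at least 1 CPM, and by the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were lipogenesis, fatty acid oxidation, PPARα targets, cholesterol synthesis, inflammation and fibrosis. Further lists served to test explanations: Y-linked and male-biased genes, evening-phase and morning-phase clock genes, genes induced by glucocorticoid, by fasting, by feeding and by growth hormone, genes of gluconeogenesis, immediate-early and heat-shock genes, erythroid genes, steatosis genes, genes of gut, pancreas and fat, and genes of MHC class II, interferon response, T cells, B cells, neutrophils, macrophages and endothelium. In total 35 lists and marker sets were scored this way, and 23 of them lay outside the middle 95% of random lists. Genes of a list vary together while random genes do not, so a percentile describes these libraries and is not an error rate.

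To place spots along the lobule, the zone 1 and zone 3 markers of the study were used. Within each library, log-normalised values were scaled, the mean of the zone 1 markers (Pck1, Hal, Gls2, Cyp2f2, Hsd17b13 and Arg1) was subtracted from the mean of the zone 3 markers (Cyp2e1, Cyp1a2 and Oat), and spots were ranked and divided into 3 equal parts. The study's zone 2 markers (Hamp, Hamp2 and Igfbp2) did not enter the ranking, and the markers of all 3 zones were left out of gene counts by part. Because spots were ranked within each library, the parts hold equal shares of each section and need not cover the same positions in the lobule. Zonation inside a library was measured on landmark genes that did not enter the ranking. Spots were clustered with Seurat 5.3.0 in R 4.3.3: SCTransform (sctransform 0.4.2) per library with 3000 variable genes, merging, 50 principal components, and Louvain clustering at the lowest resolution that gave 7 clusters, the number the study gives, since its methods state no resolution. For the count of genes at least 2-fold apart within a cluster, the sums of every cluster and library were thinned to the smallest total, 866557 UMIs, and the count that counting error alone gives was simulated from the pooled profile. For shares of spots with a UMI of a marker, spots were thinned to 10000 UMIs, which left out 26 AEG-1ΔMAC and 106 AEG-1fl/fl spots with fewer. No deconvolution and no doublet caller were applied.

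The sample groups, gene lists, naming rule, alternatives and planned tests were fixed before the data were examined, and tests chosen later are named as such in the closing observations. The alternatives were all deposited spots, trimmed mean of M values (TMM) factors from edgeR 4.0.16, median-of-ratios size factors, leaving the 50 most abundant genes out of the total, the mean over spots of each spot's CPM, spots matched on UMIs, equal weight to the 3 zone parts, other CPM and ratio thresholds, other zone and cluster settings, other marker sets, and unthinned spots. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The procedure was tested on simulated data: of 200 genes changed in 2 simulated UMI sums for the 6933 genes compared between AEG-1ΔMAC and AEG-1fl/fl, 100% of the 150 changed 2.5-fold or more were counted on the right side, 0 unchanged genes were counted, and the 95% interval held the true ratio for 95.1% of unchanged genes. Spots were also simulated with the real depths from the mean profiles of the 3 zone parts. Of these, 99.5% of AEG-1ΔMAC and 97.8% of AEG-1fl/fl spots were put back in their own part. Because the profiles came from parts that the same markers had defined, these values cover counting error only. They do not measure how well real spots near a limit between parts were placed.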

Results

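Liver sections of 1 AEG-1ΔMAC mouse and 1 AEG-1fl/fl mouse were compared by ST. AEG-1ΔMAC mice lack AEG-1, which is encoded by Mtdh, in myeloid cells such as macrophages, because Cre recombinase expressed from the Lyz2 locus removes the floxed gene in those cells. According to the sample labels the mice were 27 weeks old and had been on a high fat/high sugar diet for 20 weeks from 7 weeks of age, whereas the study describes this assay as done on control diet-fed littermates. The diet of these 2 mice was therefore left open. Both libraries carry the same diet label, and whether the differences below depend on diet was not tested. After filtering, 2140 spots with 45453286 UMIs remained for AEG-1ΔMAC and 2540 spots with 50322850 UMIs for AEG-1fl/fl. The median spot had 20929.5 UMIs and 4096 genes in AEG-1ΔMAC, and 18285 UMIs and 3638.5 genes in AEG-1fl/fl. With all deposited spots, the median number of UMIs was 20932 and 18291, respectively. There were no replicates, so no difference below could be set against a spread between mice.

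The targeted gene was examined first. Mtdh (ENSMUSG00000022255, chromosome 15, 34082694 to 34145624, plus strand, protein-coding; GRCm38) had 66.3 CPM (95% Poisson interval 64.0 to 68.7) in AEG-1ΔMAC and 60.2 CPM (58.1 to 62.4) in AEG-1fl/fl, a log2 ratio of 0.14 (0.07 to 0.21). This was at the median of all genes, from which Mtdh differed by -0.01. Of the settings tried, leaving the 50 most abundant genes out of the total moved Mtdh most, to -0.00. A spot sums RNA over all its cells, most of it from hepatocytes, in which the gene is not deleted, so the value does not test the deletion in myeloid cells. Lyz2 (chromosome 10, 117277331 to 117282321, minus strand), which carries the Cre, was represented by 25 and 41 UMIs, or 0.55 and 0.815 CPM. Its log2 ratio of -0.57 had an interval from -1.35 to 0.19, and no difference was detectable at this depth.

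Across the transcriptome, 6933 genes had a mean of at least 10 CPM. Their log2 CPM values in the 2 libraries had a Pearson correlation of 0.978 across genes, which are not independent replicates. The median log2 ratio was 0.15 rather than 0, with 5th and 95th percentiles of -0.29 and 0.54. Albumin (Alb) took 8.80% of all UMIs in AEG-1ΔMAC and 14.2% in AEG-1fl/fl, and the 50 most abundant genes took 44.4% and 49.6%. When those 50 genes were left out of the total, every log2 ratio shifted by -0.14. Differences are therefore also given relative to the median of all genes. Within 1.5-fold of this median lay 94.9% of the genes. There were 88 genes at least 2-fold higher and 36 at least 2-fold lower in AEG-1ΔMAC, together 1.79% of the genes compared. Relative to the median of all genes, the numbers were 65 and 51. The proportion of these genes that were higher was 71.0% with CPM, 57.5% with TMM factors, and 55.3% without the 50 most abundant genes in the total. With a minimum of 1 CPM there were 194 higher and 173 lower genes, and with a ratio of at least 1.5 there were 298 and 124.

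Among genes with a mean of at least 50 CPM, the largest positive log2 ratio was that of Gadd45g (chromosome 13, 51846678 to 51848468, plus strand), with 209.5 CPM in AEG-1ΔMAC and 9.58 CPM in AEG-1fl/fl, a log2 ratio of 4.45 (95% interval 4.32 to 4.59). It was followed by Alas1 (chromosome 9, 106233455 to 106248654, minus strand) at 3.87 (3.78 to 3.97), and Onecut1 (chromosome 9, 74861921 to 74891781, plus strand) at 3.60 (3.47 to 3.73). Phlda1, Foxq1, Lpin1 and Dusp1 had log2 ratios of 3.10, 2.93, 2.11 and 2.11. Mup12, at 2.15, belongs to a family of near-identical copies and is uncertain. The largest negative log2 ratio was that of Tff3 (chromosome 17, 31125306 to 31129646, minus strand), with 9.61 CPM in AEG-1ΔMAC and 354.7 CPM in AEG-1fl/fl, a log2 ratio of -5.21 (-5.35 to -5.07). Depp1 (chromosome 6, 116650609 to 116652794, plus strand) was at -2.17 (-2.27 to -2.07). Lpl, Fabp5, Efna1, Egr1 and Scd1 had log2 ratios of -1.91, -1.84, -1.72, -1.63 and -1.62. Each of these genes had the same side in each zone part, as the rule required. None of the named genes with an interval away from 0, other than Mtdh, changed sign under the 7 settings applied to them.

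**Figure D1:**
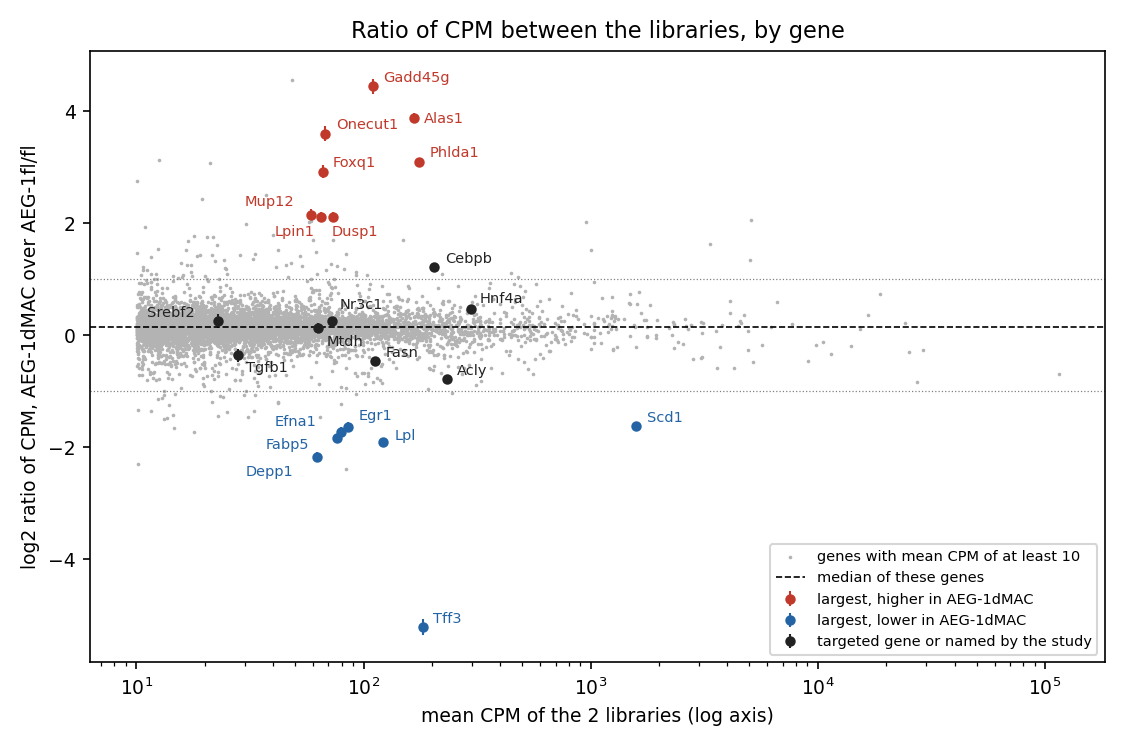
Log2 ratio of CPM, AEG-1ΔMAC over AEG-1fl/fl (vertical axis), against mean CPM of the 2 libraries (logarithmic horizontal axis) for 6933 genes. Red and blue points are the genes named above at each end, black points are Mtdh and genes named by the study for which values are given, bars are 95% counting intervals, dotted lines mark a 2-fold ratio, and the dashed line is the median of 0.15; Tff3 lies lowest at -5.21 and Gadd45g is the highest of the marked genes at 4.45.

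Further genes that the study names for this assay were then examined. For Ppargc1a, Hnf4a, Nr3c1, Srebf2 and Tgfb1, the study reports activity inferred by pathway analysis from its differing genes. The RNA level of these regulators does not test that activity. Acly was lower in AEG-1ΔMAC, with 170.3 against 293.4 CPM and a log2 ratio of -0.78 (-0.82 to -0.75), and Fasn was lower with 94.6 against 129.7 CPM and -0.46 (-0.51 to -0.40). Ppargc1a had 6.73 against 5.39 CPM, from 306 and 271 UMIs, and a log2 ratio of 0.32 (0.08 to 0.56), which was 0.18 above the median of all genes. The lower end of this interval lies below that median, 0.15, so counting error alone could place Ppargc1a at the median. The log2 ratio was 1.22 for Cebpb, 0.46 for Hnf4a, 0.26 for Nr3c1, 0.26 for Srebf2 and -0.36 for Tgfb1. Relative to the median of all genes these were 1.07, 0.32, 0.11, 0.12 and -0.51, in the same order. The interval of the Srebf2 log2 ratio, 0.14 to 0.38, also began just below that median. As the mean over spots of each spot's CPM, Tgfb1 was at -0.17, outside its interval of -0.47 to -0.25.

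Gene lists were then examined to ask whether lipid metabolism, inflammation and fibrosis differed between the genotypes. The lipogenesis list (11 genes) had a median log2 ratio of -0.40, or -0.54 relative to all genes, below each of the 10000 matched random lists, whose middle 95% ran from 0.00 to 0.27. Its members went both ways: 6 were lower, with Scd1 at -1.62, Elovl5 at -0.89 and Acly at -0.78, and 5 were higher, with Thrsp at 1.27. The cholesterol synthesis list (21 genes) had a median of -0.22, or -0.36 relative to all genes, also below each random list, and 15 of its genes were lower. The fatty acid oxidation list (20 genes) had a median of 0.09, or -0.06 relative to all genes, at percentile 25.2, inside the middle 95% of random lists. The list of PPARα targets (10 genes), which covers part of the same process, had a median of -0.14, or -0.29 relative to all genes, at percentile 0.07. Its members went both ways, with 5 higher and 5 lower, from Pdk4 at -1.51 to Vnn1 at 0.42. The inflammation list (14 genes) had a median of 0.17, at percentile 74.2, and its members went both ways, with 9 higher and 5 lower. The highest were Lcn2 at 1.73, Socs3 at 1.53 and Saa3 at 1.17, and the lowest was Cxcl1 at -0.63. A median inside the random range therefore does not exclude differences in single genes of this list. The fibrosis list (14 genes) had a median of -0.22, or -0.37 relative to all genes, at percentile 0.01, and 11 of its genes were lower, with Sparc at -0.85 and Col4a1 at -0.75. Of the settings tried, spots matched on UMIs moved the percentile of the inflammation list most, to 24.6, still inside the middle 95%. None of the 7 settings moved any of these 6 lists across a limit of the middle 95%. Settings of scaling apply the same factor to all genes, so they could hardly move a percentile. Equal weight to the zone parts and all deposited spots changed the sums little. The test therefore rests mainly on the mean over spots of each spot's CPM and on spots matched on UMIs. Clock genes also differed between the libraries, with a median log2 ratio of 1.42 for the evening-phase list and -0.60 for the morning-phase list.

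**Figure D2:**
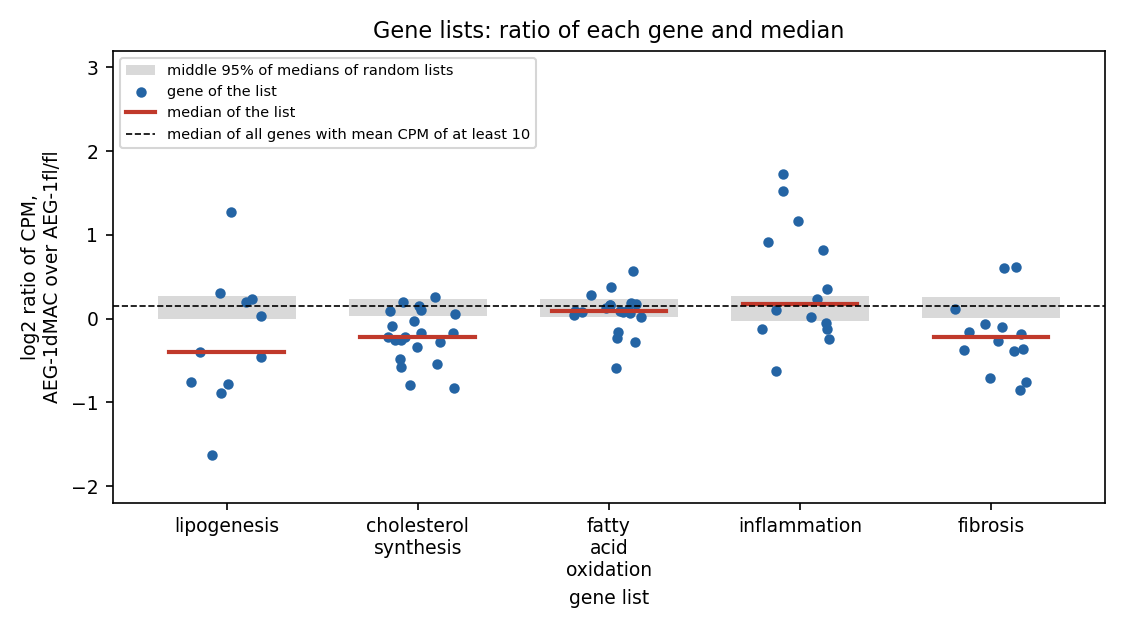
Log2 ratio of CPM, AEG-1ΔMAC over AEG-1fl/fl (vertical axis), of the genes of 5 lists (blue points), with each list's median (red line) and the middle 95% of the medians of 10000 matched random lists (grey). The medians of lipogenesis (-0.40), cholesterol synthesis (-0.22) and fibrosis (-0.22) lie below the grey range, and those of fatty acid oxidation (0.09) and inflammation (0.17) lie inside it.

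To ask whether the differences belonged to a zone, the ratios were taken separately in 3 equal parts of the spots along the zone index. Of 121 genes that were at least 2-fold apart and not zone markers, 85 were at least 2-fold apart on the same side in every part, which is 70.2% (exact binomial 95% interval 61.3% to 78.2%), and all 121 were on the same side in every part. With the index made from landmark genes, the share was 72.7%. These parts do not make the mix of zones equal between the sections, because spots were ranked within each library. Over whole sections the zone 3 landmarks (6 genes) had a median log2 ratio of 0.67, at percentile 99.99, and all 6 were higher in AEG-1ΔMAC, whereas the zone 1 landmarks (8 genes) were at 0.12, at percentile 46.0. Across genes, the log2 ratios of the zone 1 part and the zone 3 part had a Pearson correlation of 0.839. The median log2 ratio of lipogenesis was -0.18, -0.34 and -0.54 in the zone 1, middle and zone 3 parts. The cholesterol synthesis list was at 0.08, inside the middle 95% of random lists at percentile 20.9, in the zone 1 part, and at -0.22 and -0.40 in the middle and zone 3 parts. The fibrosis list was at 0.05 (percentile 13.1), -0.27 and -0.62. Fatty acid oxidation stayed inside the middle 95% of random lists in all 3 parts, with medians of 0.11, 0.14 and 0.06, and so did inflammation, with 0.09, 0.29 and 0.26. With 1 library per genotype, whether a list differed between parts was not tested.

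**Figure D3:**
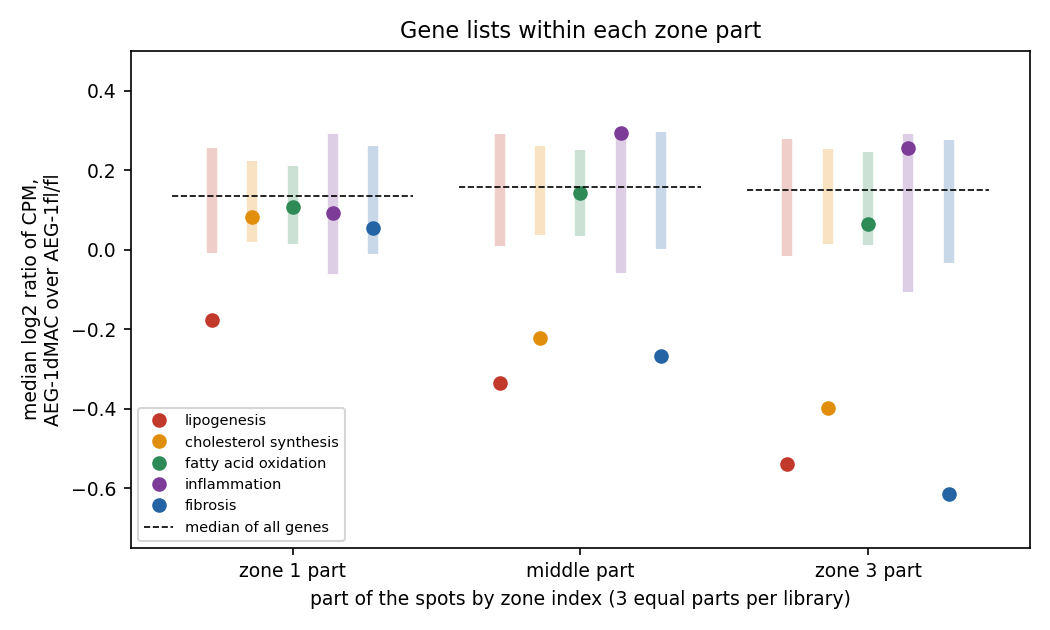
Median log2 ratio of CPM, AEG-1ΔMAC over AEG-1fl/fl (vertical axis), of 5 gene lists in the zone 1, middle and zone 3 parts of the spots (horizontal axis). Points are list medians, shaded bars the middle 95% of matched random lists, and dashed lines the median of all genes in that part; lipogenesis goes from -0.18 to -0.54 and fibrosis from 0.05 to -0.62.

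Zonation inside each library was measured as the log2 ratio of CPM between the zone 3 part and the zone 1 part, which does not depend on the scaling between libraries. For 6 zone 3 landmarks with a mean of at least 1 CPM, the median was 2.34 in AEG-1ΔMAC and 2.40 in AEG-1fl/fl, and 3 of the 6 had the larger value in AEG-1ΔMAC. Among spots matched on UMIs the order was the other way, with 2.39 and 2.32. For 8 zone 1 landmarks, the median was -1.26 in AEG-1ΔMAC and -0.74 in AEG-1fl/fl, and 7 of the 8 were more strongly zoned in AEG-1ΔMAC. Apoa4 was the farthest apart, at -1.36 (-1.41 to -1.31) in AEG-1ΔMAC and 0.01 (-0.04 to 0.05) in AEG-1fl/fl. With the outer 10% at each end of the index in place of the parts, the medians of the zone 1 landmarks were -1.93 and -1.06. Across 2181 genes with a mean of at least 50 CPM, the zone ratios of the 2 libraries had a Pearson correlation of 0.889.

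**Figure D4:**
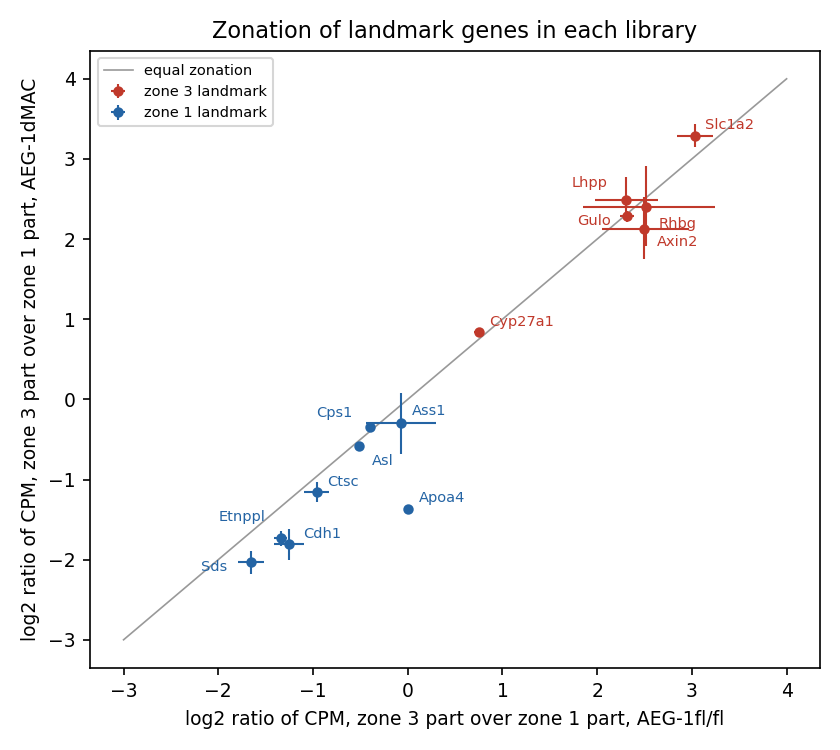
Log2 ratio of CPM between the zone 3 part and the zone 1 part for landmark genes that were not used to rank spots, in AEG-1fl/fl (horizontal axis) and AEG-1ΔMAC (vertical axis), with 95% counting intervals. Zone 3 landmarks (red) lie along the line of equal zonation, and 7 of the 8 zone 1 landmarks (blue) lie below it, Apoa4 farthest.

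Spots were clustered to define regions. A resolution of 0.6 gave 7 clusters. Clusters 1 and 3 held the most zone 3 marker UMIs, with 10261 and 10061 CPM, and clusters 0 and 2 were led by zone 1 genes such as Cyp2f2 and Hal. Cluster 4 was led by Ecm1, Reln, Clec4g and Plvap, each with a mean log2 enrichment over both libraries of at most 0.46. Cluster 6 was led by Mgp, Acta2, C7 and Spp1, genes of vessels and portal tracts, and held 644.0 CPM of cholangiocyte markers. Cluster 5 had 41 spots of AEG-1ΔMAC and 220 of AEG-1fl/fl. It may reflect that library rather than a region, as no gene with at least 50 CPM in it had a mean log2 enrichment over both libraries above 0.29. In single libraries the values were less even, with Spg7 at 0.55 in AEG-1ΔMAC and -0.0041 in AEG-1fl/fl. Several genes that lead the zone-related clusters differed between the libraries, such as Serpina7 at -1.46 and Slc1a2 at 1.13, so the sizes of those clusters were not compared. The same holds for C7 and Gsn in cluster 6. When genes that were at least 1.5-fold apart were left out of the clustering, the cluster of vessel genes held 6.12% of AEG-1ΔMAC spots (exact binomial 95% interval 5.14% to 7.22%). In AEG-1fl/fl it held 5.35% of spots (4.51% to 6.30%). These intervals overlap, but they treat spots as independent and do not cover the spread between sections. With 1 section per genotype, whether this share differs was not tested.

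Within clusters, after thinning to equal UMIs, the number of genes at least 2-fold apart was lowest in cluster 0, with 278, and highest in cluster 6, with 412. Counting error alone gave 109.7 such genes in cluster 0 and 127.1 in cluster 6. Without thinning, the numbers were 113 in cluster 0 and 235 in cluster 6, and cluster 5 had the highest with 308.

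Markers of nonparenchymal cells were summed to compare their abundance. For cholangiocytes, Krt7, Krt19 and Sox9 were added to the Spp1 and Epcam that the study names. The 5 Kupffer cell markers had 574.1 CPM in AEG-1ΔMAC and 640.6 CPM in AEG-1fl/fl, a log2 ratio of -0.16 (-0.18 to -0.13). This rested on Fabp5 and Marco, at -1.84 and -1.38, since Clec4f, Cd5l and Vsig4 were at 0.05, 0.21 and -0.07, and without Fabp5 the log2 ratio was 0.05. At equal depth, a UMI of Marco was found in 11.9% of AEG-1ΔMAC spots and 27.8% of AEG-1fl/fl spots, and of Fabp5 in 28.2% and 66.5%, whereas Clec4f was found in 81.2% and 81.3%. Unthinned, the shares were 21.8% and 44.5% for Marco, 49.2% and 84.3% for Fabp5, and 93.7% and 92.0% for Clec4f. Cholangiocyte markers summed to 87.3 and 88.2 CPM, a log2 ratio of -0.01 (-0.08 to 0.05). Among them Sox9 was at -0.91 and the other 4 were higher, and the study's own markers, Spp1 with Epcam, gave 0.24. Stellate cell markers summed to 391.9 and 393.4 CPM, a log2 ratio of -0.01 (-0.03 to 0.02), with Colec11 at -0.48. Zero on this scale is 0.15 below the median of all genes.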

Values the study reported

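The study reported 2543 spots for AEG-1fl/fl and 2149 spots for AEG-1ΔMAC livers, with a median of 3641 and 4096 genes per spot, respectively. It described 7 clusters of spots in each sample.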

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

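All settings below were planned, and each was changed alone. The 5 gene lists of lipid metabolism, inflammation and fibrosis stayed on their side of the middle 95% of random lists under all 7 settings of scaling and spots. Settings of scaling could hardly move a percentile, since they apply the same factor to all genes. This result therefore rests mainly on the mean over spots of each spot's CPM and on spots matched on UMIs. The percentile of fatty acid oxidation ranged from 24.4 to 30.2 and that of inflammation from 24.6 to 91.5. Lipogenesis and cholesterol synthesis stayed at percentile 0, and the list of PPARα targets ranged from 0.02 to 0.18. The list of steatosis genes, at percentile 1.33, was at 2.70 among spots matched on UMIs, inside the middle 95%. The share of genes kept in every zone part moved by less than its interval under every setting, and so did the share of spots in the cluster of vessel genes under the 4 other cluster settings. Log-normalised values split the other clusters by library, so that clustering defines no region shared by both apart from the cluster of vessel genes.

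Scaling moved every ratio alike, which mattered for values near 0. The median log2 ratio of all genes was 0.15 with CPM, 0.02 with TMM factors and 0.02 with median-of-ratios size factors. With TMM factors the log2 ratio was 0.015 for Mtdh, -0.28 for Kupffer cell markers, -0.14 for cholangiocyte markers and -0.13 for stellate cell markers. With median-of-ratios size factors these were 0.0089, -0.29, -0.14 and -0.14. Without the 50 most abundant genes in the total they were -0.00, -0.30, -0.16 and -0.15, and the sign of Mtdh was reversed (-0.0034). The cause is the construction of these settings, which apply 1 factor to all genes. The number of genes at least 2-fold higher was 65 with TMM factors, all among the 88, and of lower genes 48, among them all 36.

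Cholangiocyte markers were at 0.10 as the mean over spots of each spot's CPM, 0.11 among spots matched on UMIs per spot, and 0.24 with Spp1 and Epcam only. The first 2 causes were not tested, and the last leaves out Sox9. Kupffer cell markers without Fabp5 were reversed, to 0.052, since Fabp5 had the lowest ratio of the 5.

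Counts of genes followed the threshold by construction. With a mean CPM of at least 1 there were 194 higher and 173 lower genes, with a mean CPM of at least 50 there were 35 and 12, and with a ratio of at least 1.5 there were 298 and 124. With the sums of clusters as they are, the genes at least 2-fold apart numbered 113, 144, 123, 170, 137 and 235 in clusters 0, 1, 2, 3, 4 and 6, each less than after thinning, because larger sums leave less counting error.

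The outer 10% at each end of the zone index raised the zonation amplitude by construction: to 3.67 and 4.03 for zone 3 landmarks, and -1.93 and -1.06 for zone 1 landmarks, in AEG-1ΔMAC and AEG-1fl/fl. The order of the 2 libraries did not change under this setting. Among spots matched on UMIs the zone 3 landmarks were at 2.39 and 2.32, the other order from 2.34 and 2.40, and the zone 1 landmarks kept theirs, with -1.26 and -0.74. The cause was not tested.

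Of 182 values of named genes under the 7 settings, 114 stayed within their counting interval, 67 moved down, 1 moved up and 0 reversed. The value that moved up was Tgfb1, from -0.36 to -0.17 as the mean over spots of each spot's CPM. The largest shift of all 182 values, 0.29, was that of Lyz2 among spots matched on UMIs, which stayed within its wide interval. All 28 shares of spots were higher unthinned, 27 of them beyond their interval. Settings of scaling were not run on counts within clusters. No paired analysis was possible because each genotype had 1 library. Depth limited genes such as Lyz2, with 25 and 41 UMIs, and the counts within clusters, where 41 spots of cluster 5 set the common depth.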

Other observations

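The tests of growth hormone, of handling at collection, of summed erythroid UMIs, of each gene's range along the zone index, of DNA near Lyz2, of exchanged labels, and the tests on MHC class II genes and on Marco and Fabp5 were chosen after the result was seen; the others were planned. Cish and the single genes of the lists below were named after their values were seen.

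Genes that differed by 2-fold or more were weighed against explanations other than genotype. Different sex is argued against by the 4 Y-linked genes, whose largest absolute log2 ratio was 0.19. The list of male-biased genes lay high, with a median of 0.32 at percentile 98.9, but both libraries held the Y-linked genes at like levels. A different mix of zones was first tested by the 70.2% of genes still 2-fold apart in every zone part, but spots were ranked within each library, so a section with more of a zone shifts every part and this value does not exclude it. Where both sections cover the same positions, a mix cannot move a gene by more than its own range along the lobule, and of the 121 genes, 83 (68.6%) differed, relative to the median of all genes, by more than their range over 10 equal parts of the index in either library. Where the sections share only an end of that range, the ranges of both libraries add up, and 41 genes (33.9%) differed by more than this sum. A mix as the whole cause is therefore argued against, but it stays open for the other 80 genes and for the zone 3 landmarks, which were higher at 0.67. Unequal depth is argued against by the 95.2% of genes still 2-fold apart among spots matched on UMIs. A few abundant genes taking a different share of the UMIs shifted the log2 ratios by -0.14, too little for a 2-fold difference. Erythroid genes were 2.78% of the genes at least 2-fold lower (1 gene, Hbb-bt, a member of a near-identical family), but with 4 such genes scored this share could hardly be large and decides nothing. All 4 were lower, with a median log2 ratio of -0.38 at percentile 0.13, so a difference in blood between the sections stays open. As the cause of 2-fold differences it is argued against, because the summed erythroid UMIs differed by -0.40 relative to all genes, and blood moves other genes by no more than its own. RNA of gut, pancreas or fat is argued against because only 2 of 17 listed genes, Fabp2 and Cdhr5, reached 10 CPM, with a largest absolute log2 ratio of 0.18, and the liver showed both in each library. DNA of another strain beside the Cre insertion in Lyz2 is argued against as the whole cause, because 1 of 91 tested genes within 20 Mb (1.10%) was at least 2-fold apart, against 1.79% of all genes; that gene was Phlda1.

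A candidate explanation that stays open is that the livers were taken at different times of day. The evening-phase clock list (9 genes) had a median log2 ratio of 1.42, at percentile 100, and all 9 were higher in AEG-1ΔMAC, among them Bhlhe41 at 3.10, Dbp at 2.76, Per1 at 2.49 and Nr1d1 at 1.42. The morning-phase list (5 genes) had a median of -0.60, at percentile 0, with Npas2 at -1.24 and Arntl at -0.71, and Clock at 0.11. This opposite movement was written down beforehand as what a difference in time of day would give. The glucocorticoid list, which shares Per1 with the clock list, also lay high, with a median of 0.52 at percentile 99.97. Only 4 clock genes are among the 124 genes at least 2-fold apart, a count limited to genes with a mean of at least 10 CPM. Per1, Per2, Per3, Bhlhe41, Usp2 and Npas2 were also more than 2-fold apart but fell below that minimum. How many of the other genes among the 124 follow the clock was not tested. Because each genotype had 1 mouse, an effect of the genotype on the clock was not separated from the time of sampling, and the lower lipogenesis list is open to both.

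A growth hormone pulse in one mouse at sampling is another candidate explanation for part of the pattern. The growth hormone list (5 genes) had a median log2 ratio of 1.06 at percentile 100, with Cish at 4.56 (92.5 against 3.91 CPM), Onecut1 at 3.60, Socs2 at 1.06 and Igfals at 0.63, while Igf1 was at 0.09, below the median of all genes. Cish missed the minimum for named genes, as its mean was under 50 CPM. A different feeding state cannot be told apart: the fasting list was at percentile 4.48, inside the middle 95%, with 7 genes higher and 6 lower (Pck1 at 0.78, Pdk4 at -1.51), and the feeding list had a median of -0.15 at percentile 0.16 with 4 genes on each side. The planned criterion for a feeding difference, opposite movement of both lists beyond random lists, was not met, but lists whose genes go both ways do not exclude it, and the gluconeogenesis list lay high, with a median of 0.36 at percentile 98.8. A difference in handling or stress at collection cannot be told apart either. The immediate-early list (11 genes) had a median log2 ratio of 0.59 at percentile 100, with 9 genes higher, among them Dusp1 at 2.11 and Jun at 1.09. Egr1 went the other way at -1.63, and the heat-shock list, with a median of 0.26, was inside the middle 95% at percentile 86.1. What keeps it open is that the 2 lists part and that no record of the collection was used here. An exchange of the labels of the 2 libraries cannot be told apart either, since Mtdh, relative to all genes, differed by -0.0073 (95% interval -0.08 to 0.07), and a deletion in myeloid cells alone leaves most of the Mtdh RNA of a spot in place.

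MHC class II genes were about 2-fold higher in AEG-1ΔMAC, with a median log2 ratio of 1.18 over 5 genes (Cd74 471.9 against 247.6 CPM). Interferon-response genes were at 0.78 and T cell genes at 0.99, whereas B cell genes were at -0.85. In the neutrophil list, S100a8 was at -2.58 and S100a9 at -2.63, from 40 against 264 and 73 against 501 UMIs, while Csf3r was at -0.40 (98 against 143 UMIs), so the difference is given for S100a8 and S100a9 and not for neutrophils. A few spots rich in immune cells are argued against, because without the 5% of spots richest in MHC class II the median was still 1.09. A lower share of hepatocyte RNA is argued against, because the endothelial list was at -0.17 and the macrophage list at -0.05 relative to all genes. An effect of the genotype and a difference in immune state between the 2 mice stay open and were not tested.

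Marco and Fabp5 were lower in AEG-1ΔMAC, at -1.38 and -1.84. Fewer Kupffer cells in total are argued against as the cause, because Clec4f, Cd5l, Vsig4 and Timd4 lay between -0.22 and 0.06 relative to all genes. These markers do not test whether only a part of the Kupffer cells was fewer. A change of these transcripts within cells, Fabp5 RNA of other cells, and the time of sampling were not tested apart.

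The list of steatosis genes had 4 of 10 genes with a mean of at least 1 CPM. Its ratio does not tell which diet was fed, because both libraries carry the same diet label. The median log2 ratio of the 4 genes was -0.46, at percentile 1.33, with Fabp4 at -0.90 and Cd36 at -0.63. Vldlr was at -0.30 (95% interval -0.80 to 0.20) and Plin4 at 0.06 (-0.53 to 0.65). Among spots matched on UMIs the percentile was 2.70, inside the middle 95%. Cidec, below the minimum, had 0.484 and 0.378 CPM in AEG-1ΔMAC and AEG-1fl/fl. No library of a known diet was at hand for comparison, so no diet was inferred.

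The deposited matrices held 2149 AEG-1ΔMAC and 2543 AEG-1fl/fl spots before filtering. The study gives its spot numbers as those left after filtering, yet they equal the numbers in the deposited matrices before it.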
